A study of Mus musculus with 4 samples.

How the data were processed

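Single-cell RNA sequencing was done on ovaries from 4 groups of prepubertal mice, with 1 library per group. Per the labels and the series design, the groups received vehicle (control), doxorubicin at 3 mg/kg, doxorubicin at 3 mg/kg with recombinant human AMH (anti-Müllerian hormone) at 0.75 mg/kg, or AMH at 0.75 mg/kg alone. Doxorubicin was given in 2 weekly doses to mice of postnatal day 25, and ovaries were taken 4 hours after the last dose. A single ovary from each of 5 animals was pooled per group before enzymatic and mechanical dissociation, per the labels' protocols, so the spread between animals was not measured. Droplet libraries of 3′ transcript ends were made with a 10x Genomics kit for a target of 10000 cells per group and sequenced on a NovaSeq instrument, per the labels' protocols. The route of dosing is not stated.

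The deposited matrices hold UMI counts per gene and cell barcode, written by Cell Ranger 7.0.0 per the file headers and not normalized. A UMI is a molecular tag that counts each captured transcript once. The genome build, the annotation and whether intronic reads were counted are not stated, so no coordinates are given, and gene IDs and symbols are those of the files (32285 genes). The lowest total of any deposited barcode was 500 or 501 UMIs in each library, so barcodes had been filtered to called cells before deposit. The libraries held 9202 cells and 178279122 UMIs (control), 7141 cells and 143127593 UMIs (doxorubicin), 7818 cells and 138647495 UMIs (doxorubicin+AMH), and 9478 cells and 169170501 UMIs (AMH).

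Cells with at least 1000 UMIs and at most 20% mitochondrial UMIs were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5, and the highest scores were removed at 0.8% of cells per 1000 recovered cells, which took out 677, 408, 489 and 719 cells in the order control, doxorubicin, doxorubicin+AMH and AMH. Scrublet's automatic threshold would have marked 275, 2, 3 and 0 cells and was not used. After filtering, 7972, 6044, 6548 and 7887 cells were left. Counts were log-normalised, and the 4 libraries were clustered jointly without batch correction, on 2000 variable genes that excluded the fixed gene lists and mitochondrial genes. Clustering used 30 principal components (scikit-learn 1.9.0), 20 nearest neighbours with edges below a neighbour overlap of 0.0667 dropped, and Leiden clustering at resolution 1.0 (leidenalg 0.10.2, igraph 0.11.9). It gave 31 clusters.

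A cluster received a class name, written with "-like", when at least 3 markers and at least 60% of the class's marker list lay at least 1 log2 unit above the median cluster and were seen in at least 10% of its cells. Among candidate classes, the one with most markers among the cluster's 10 genes with the highest fold was taken. A cluster stayed unnamed when no list qualified, or when its UMIs lay under 33.3% of the library median and no marker was among those 10 genes. The marker lists were written before the values were seen, and these naming thresholds after. Of the 31 clusters, 26 were named, in 11 classes, and 5 were left out of the class comparisons. No cluster met the rule for oocytes or luteal cells.

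Within 6 classes with at least 50 cells in each library, UMIs were summed per library and expressed as CPM (UMIs per 1000000 UMIs of the sum), and ratios are log2 with a pseudocount of 5 CPM among genes with a mean of at least 20 CPM over the 4 libraries. The contrasts were doxorubicin / control and doxorubicin+AMH / AMH (no library shared), AMH / control and doxorubicin+AMH / doxorubicin (no library shared), and the difference of both doxorubicin ratios. The 8 fixed lists were summarised by their median ratio where at least 5 genes passed the filter: p53 targets (30 genes), DNA repair (26), S phase (40), G2/M phase (52), BMP/SMAD targets (8), granulosa function (9), interferon response (17) and tissue dissociation stress (19). The stress list serves as a check on tissue handling. With 1 library per group no test between groups is possible, and no p-values or counts of changed genes are given. Intervals are 95%: exact Clopper-Pearson for shares, exact Poisson for sums, and 500 Poisson redraws for ratios and list medians. They cover counting error only, not differences between animals, dissections or library preparations. Each list median is placed among 10000 random lists of the same size matched on mean expression (drawn from the 50 nearest genes), as a description of these libraries. Cycling cells were counted as cells with at least 5 UMIs of the S or G2/M list after thinning each cell to 2000 UMIs. Correlations across genes are set beside 100 simulated draws of unchanged libraries.

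Genes were named by a rule. In granulosa-like cells these were the 5 highest and 5 lowest by the doxorubicin ratio closer to 0 of both pairs where the signs matched, the 3 highest and 3 lowest by the AMH ratio chosen likewise, and the 3 highest and 3 lowest by doxorubicin+AMH / doxorubicin. In stroma-like cells these were the 3 highest and 3 lowest for doxorubicin. Class markers, mitochondrial genes and haemoglobin genes were left out, and 1 gene that met the rule is not reported here. Transcripts of named genes were searched for near-identical copies with BLAST+ 2.17.0 over their last 400 nucleotides (at least 95% identity over at least 90 nucleotides) in a reference annotation whose build may differ from the authors'.

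The filters, lists, contrasts, rule for named genes and the alternatives were fixed before the data were examined, apart from 2 alternatives that were chosen after seeing the data. The alternatives were 8 choices at the level of cells, 5 at the level of genes and 3 for the cycling shares. The ratio and list steps were tested on simulated data with 200 changed genes in 20 draws, among 6582 genes in granulosa-like and 6609 in stroma-like cells. The intervals were checked in only 1 of these draws, and only for the changed genes that passed the filter. For doxorubicin / control, 96.2% of the true ratios of these genes lay within their intervals in granulosa-like cells and 94.5% in stroma-like cells. Thinning was tested with simulated granulosa-like cells at the libraries' depths, all given 1 rate of list UMIs. The shares of cells that passed ranged over 2.78 percentage points between libraries with thinning and 1.76 without. That rate was below the measured level of the G2/M list, and no cycling cells were simulated. The range is therefore no measure of error for the G2/M shares. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.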

Results

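The data are UMI counts per cell from 4 mouse ovary libraries, 1 each for control, doxorubicin (an anthracycline that damages DNA), doxorubicin+AMH and AMH. Each library pooled ovaries of 5 animals. The title of the series asks whether AMH, a hormone made by granulosa cells, protects the ovary from doxorubicin through cell fate and the DNA damage response. The median depth per deposited cell was 12593 UMIs and 3830 genes in control, 13575 UMIs and 3984 genes in doxorubicin, 10995.5 UMIs and 3451 genes in doxorubicin+AMH, and 9834.5 UMIs and 3216 genes in AMH. With 1 library per group, no difference between groups below has a replicate check, so each compares libraries, not treatments.

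Granulosa-like cells, the somatic cells of follicles, made up 24.2% of control cells (interval 23.3 to 25.2), 30.9% of doxorubicin cells (29.7 to 32.04), 29.8% of doxorubicin+AMH cells (28.7 to 30.9) and 30.0% of AMH cells (29.0 to 31.1). A mitochondrial limit of 10% moved these shares most, to 17.0%, 20.5%, 23.5% and 20.6% in the same order. With each library clustered alone, control was at 26.0% and doxorubicin+AMH at 24.1%, so control was no longer the lowest. Stroma-like cells made up 38.7% (37.7 to 39.8), 36.7% (35.5 to 37.9), 33.6% (32.5 to 34.8) and 28.4% (27.4 to 29.4). Blood endothelial-like cells made up 2.16% (1.85 to 2.501) of control and 2.95% (2.53 to 3.40) of doxorubicin, against 1.01% (0.780 to 1.28) of doxorubicin+AMH and 1.13% (0.907 to 1.39) of AMH. Mural smooth muscle-like cells made up 12.9%, 10.3%, 12.4% and 11.7%, and macrophage-like cells 2.37%, 1.54%, 1.47% and 2.35%. Theca-like shares were 10.7%, 9.99%, 11.8% and 11.7%; they are not compared, since the theca markers themselves differed between the libraries. The remaining classes (lymphatic endothelial-like, surface epithelial-like, T or NK lymphocyte-like, B lymphocyte-like and erythroid-like) each held between 0.182% and 1.56% of a library's cells. Unnamed clusters, kept out by the naming rule, held 4.40% of control, 3.92% of doxorubicin, 6.26% of doxorubicin+AMH and 11.6% of AMH cells, so any class share in AMH has the largest missing part.

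**Figure D1:**
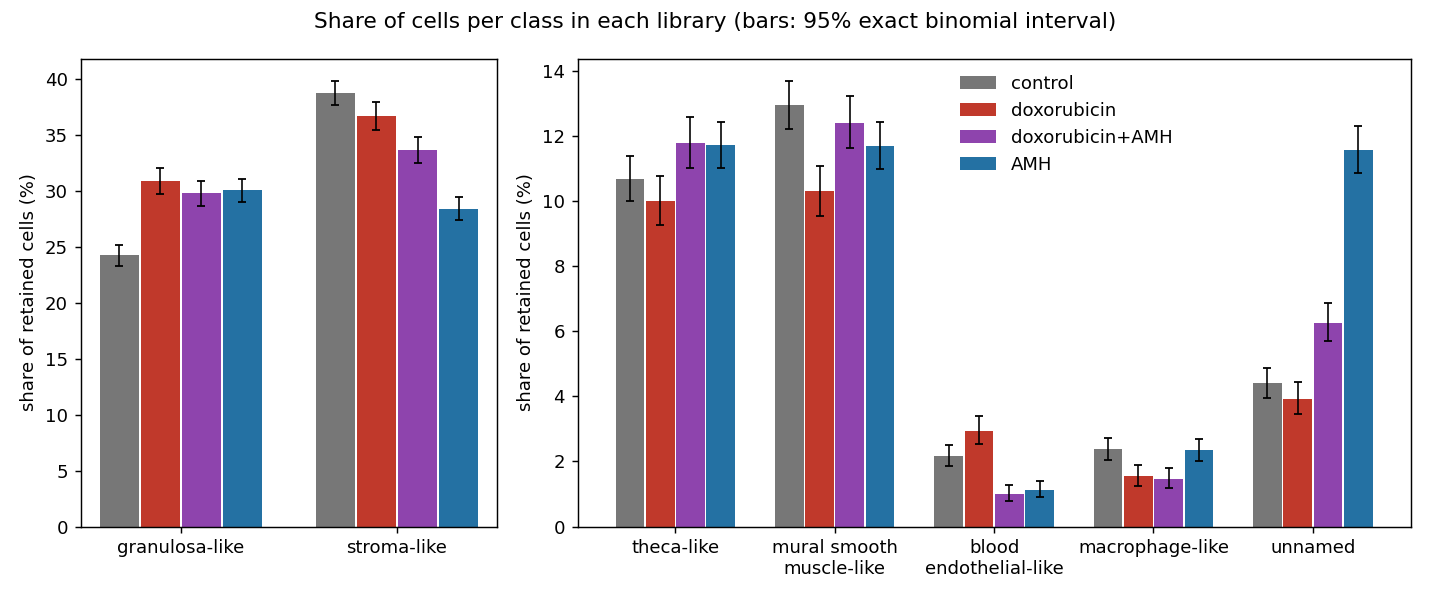
Share of each library's retained cells (percent, y axis) in the 6 classes with enough cells to compare and in unnamed clusters, 1 bar per library with its exact 95% binomial interval. Granulosa-like cells made up 24.2% of control and between 29.8% and 30.9% of the other libraries. With each library clustered alone, the control share (26.0%) was above that of doxorubicin+AMH (24.1%).

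Doxorubicin against control, and doxorubicin+AMH against AMH, ask how ovarian cells respond to the drug without and with AMH. In granulosa-like cells the median log2 ratio of the p53-target list (13 of its 30 genes passed the filter) was 0.16 for doxorubicin / control (interval 0.12 to 0.21, percentile 100 among random lists) and 0.02 for doxorubicin+AMH / AMH (0.00 to 0.09, percentile 66). Keeping cells with at least 500 UMIs moved the first value most, to 0.23. Within the granulosa-like clusters led by Shroom3, Slc38a5, Inhba and Cdh12, doxorubicin / control gave 0.11, 0.14, 0.23 and 0.22. In the same order doxorubicin+AMH / AMH gave 0.08, 0.08, 0.20 and 0.04, all but the last with intervals that excluded 0. Each lay above the class value of 0.02, so a rise with AMH was seen within clusters. In stroma-like cells (16 genes) the medians were 0.49 (0.43 to 0.54, percentile 100) and 0.14 (0.06 to 0.19, percentile 99.97), and weighting each cell equally moved the first most, to 0.22. Macrophage-like cells (16 genes) gave 0.76 (0.58 to 0.97) and 0.37 (0.20 to 0.54), both at percentile 100. Theca-like cells (13 genes) gave 0.26 (0.22 to 0.31) and 0.13 (0.06 to 0.19), and mural smooth muscle-like cells (15 genes) 0.13 (0.04 to 0.23) and 0.04 (-0.02 to 0.14). In blood endothelial-like cells (15 genes) neither ratio stood apart from 0 at this depth, with 0.08 (-0.03 to 0.23) and 0.12 (-0.08 to 0.23).

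Doxorubicin+AMH against doxorubicin asks whether AMH given with the drug changes that response. The p53-target list median was below 0 in each of the 6 classes: -0.41 in stroma-like cells (-0.46 to -0.35, percentile 0), -0.67 in macrophage-like cells (-0.80 to -0.43, percentile 0), -0.17 in blood endothelial-like cells (-0.32 to -0.01, percentile 6.52), -0.15 in theca-like cells (-0.27 to -0.10, percentile 12.7), -0.11 in granulosa-like cells (-0.15 to -0.07, percentile 6.09) and -0.06 in mural smooth muscle-like cells (-0.16 to -0.01, percentile 42.7). The percentiles in theca-like, mural smooth muscle-like, granulosa-like and blood endothelial-like cells lay within the central 95% of random lists, and the mural value turned to 0.00030 under median-of-ratios scaling and the endothelial one to 0.01 when each cell was weighted equally. Median-of-ratios scaling took the granulosa-like value to -0.02. Within the granulosa-like clusters led by Shroom3, Slc38a5, Inhba and Cdh12, doxorubicin+AMH / doxorubicin gave -0.15, -0.05, -0.04 and 0.05. Only the first had an interval that excluded 0 (-0.17 to -0.07). A different mix of clusters is therefore not ruled out as part of the class value. The difference of both doxorubicin ratios, with AMH minus without, had a list median of -0.31 in stroma-like cells (-0.40 to -0.26, percentile 0), -0.55 in macrophage-like cells (-0.76 to -0.34, percentile 0), -0.19 in theca-like cells (-0.26 to -0.12, percentile 0.03) and -0.13 in granulosa-like cells (-0.18 to -0.08, percentile 0.09). It was -0.07 in mural smooth muscle-like cells (-0.17 to 0.02) and 0.04 in blood endothelial-like cells (-0.16 to 0.17, percentile 53.2), both with intervals that included 0. The 4 granulosa-like clusters, in the same order, had medians of 0.11, 0.14, 0.23 and 0.22 for doxorubicin / control. For doxorubicin+AMH / AMH they had 0.08, 0.08, 0.20 and 0.04. A different mix of clusters is not ruled out as part of the granulosa-like difference either. Theca-like cells of the AMH libraries fell mostly in another cluster. Their values for this difference and for doxorubicin+AMH / doxorubicin are therefore between clusters as well. AMH / control gave p53-target medians of 0.07 in granulosa-like cells (0.01 to 0.10, percentile 99.8) and -0.03 in stroma-like cells (-0.09 to 0.02), the latter turning to 0.05 under median-of-ratios scaling. In granulosa-like cells that scaling moved the median of all genes in AMH / control by 0.10, from -0.06 to 0.05, so the list lay above the median of all genes under either. Within the Shroom3, Slc38a5, Inhba and Cdh12 clusters AMH / control gave -0.05, 0.06, -0.05 and 0.25, so its sign differed between granulosa-like clusters.

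**Figure D2:**
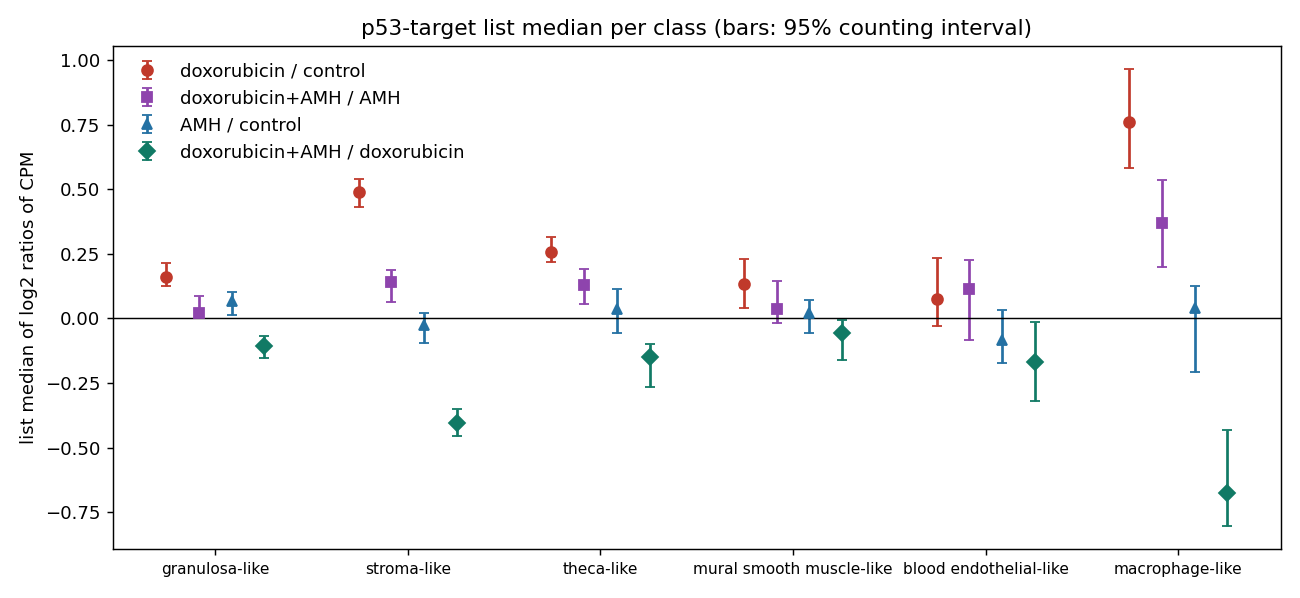
Median log2 ratio of the p53-target list (y axis) in 6 classes for 4 contrasts, with 95% counting intervals. For doxorubicin+AMH / doxorubicin the medians lay between -0.67 and -0.06, and the mural smooth muscle-like one was 0.00030 under median-of-ratios scaling.

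Among the stroma-like cells the doxorubicin response differed by cluster, a split that was chosen after its values were seen. The cluster led by Clec3b, Igfbp3 and Dpt held 306 control, 205 doxorubicin, 149 doxorubicin+AMH and 268 AMH cells, and its p53-target median was 1.48 for doxorubicin / control (1.38 to 1.64), 0.12 for doxorubicin+AMH / AMH (-0.07 to 0.24) and -1.36 for doxorubicin+AMH / doxorubicin (-1.59 to -1.23). In that cluster Cdkn1a (ENSMUSG00000023067), which encodes a cell cycle inhibitor induced by p53, had 130 CPM in control, 1571 CPM in doxorubicin, 268 CPM in doxorubicin+AMH and 159 CPM in AMH. After thinning to 2000 UMIs, 82.3% of its doxorubicin cells had a Cdkn1a UMI (97.0% unthinned; 2 cells left out), against 19.9% in control (54.6%; 0 left out), 27.7% in doxorubicin+AMH (62.2%; 1 left out) and 22.6% in AMH (55.6%; 2 left out). The median depth of the cluster was 15064 UMIs in doxorubicin and 11866.5 in control. As background, 3.70% of erythroid-like doxorubicin cells (median 6553 UMIs) had a Cdkn1a UMI after thinning. The cluster led by Enpep gave 0.38 (0.33 to 0.49) and 0.29 (0.25 to 0.39) for the pair of doxorubicin contrasts, and the clusters led by Lrat, Nkain3 and Bdnf gave -0.01, 0.08 and 0.04 for doxorubicin / control, each with an interval that included 0. Without the Clec3b cluster the stroma-like medians were 0.29 for doxorubicin / control and -0.22 for doxorubicin+AMH / doxorubicin. Surface epithelial-like cells fell below the 50-cell minimum, with 38 cells in doxorubicin+AMH; their p53-target median (25 genes) was 1.56 for doxorubicin / control (1.35 to 1.78) and 0.86 for doxorubicin+AMH / AMH (0.62 to 1.16).

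**Figure D3:**
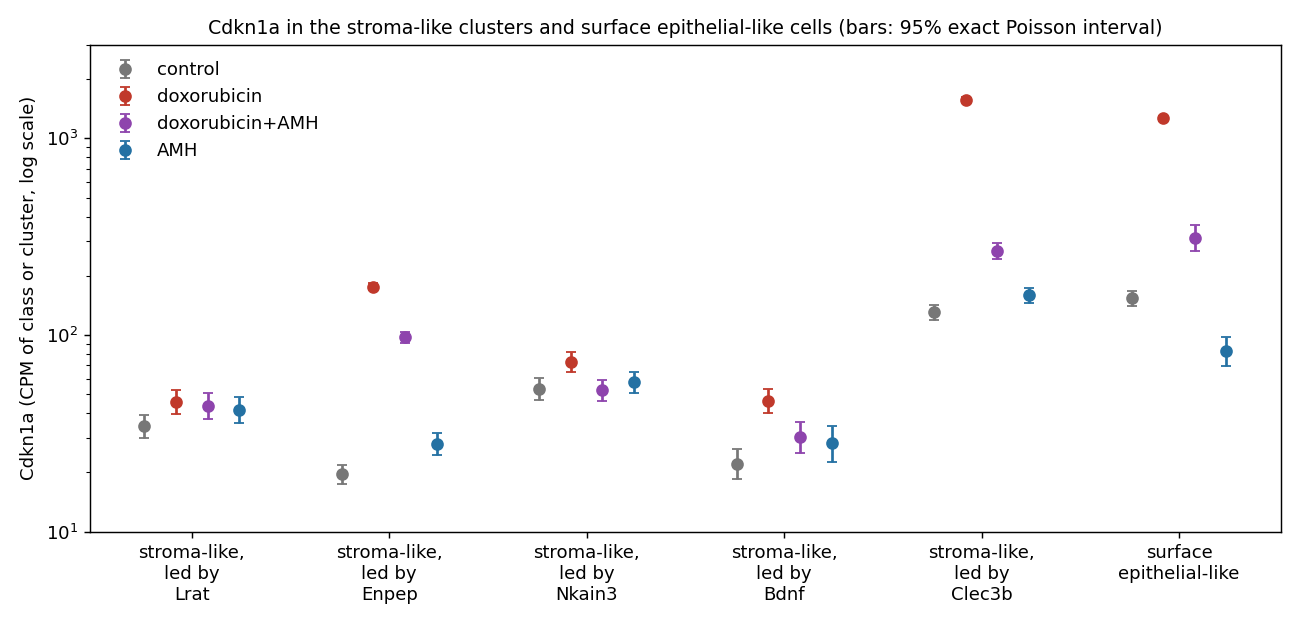
Cdkn1a in CPM (log y axis) in the 5 stroma-like clusters, named by their leading gene, and in surface epithelial-like cells, 1 point per library with its exact 95% Poisson interval. The Clec3b cluster had 1571 CPM in doxorubicin and 268 CPM in doxorubicin+AMH.

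Over the whole stroma-like class, Cdkn1a had 38.4, 271, 80.8 and 52.9 CPM in control, doxorubicin, doxorubicin+AMH and AMH. Its log2 ratio was 2.67 for doxorubicin / control and 0.57 for doxorubicin+AMH / AMH, and those of Ccng1 were 1.91 and 0.41, of Mdm2 1.08 and 0.27, and of Bax 0.74 and 0.24. Of the 16 listed genes that passed the filter, 13 were above 0 in doxorubicin / control, 13 in doxorubicin+AMH / AMH and 2 in doxorubicin+AMH / doxorubicin. In granulosa-like cells 11 of 13 listed genes were above 0 in doxorubicin / control, 8 in doxorubicin+AMH / AMH and 3 in doxorubicin+AMH / doxorubicin.

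The DNA repair list did not follow the p53 targets. Its median in granulosa-like cells (14 genes) was -0.05 for doxorubicin / control (-0.08 to -0.01), 0.10 for doxorubicin+AMH / AMH (0.06 to 0.15), -0.19 for AMH / control (-0.22 to -0.16, percentile 0.3; -0.06 under median-of-ratios scaling) and -0.07 for doxorubicin+AMH / doxorubicin, which turned to 0.06 under median-of-ratios scaling. In stroma-like cells (7 genes) the first pair gave -0.0037 and 0.09. The dissociation stress list lay between -0.08 and 0.05 in granulosa-like and stroma-like cells in all 4 contrasts, and its sign changed under at least 1 alternative in 7 of them. In theca-like cells it was 0.64 for AMH / control and 0.30 for doxorubicin+AMH / doxorubicin, and in macrophage-like cells it was -0.30 in both doxorubicin contrasts. The interferon list in stroma-like cells (6 genes) was 0.04 and 0.22 in the doxorubicin contrasts and -0.22 for doxorubicin+AMH / doxorubicin; without the Clec3b cluster the first turned to -0.07 and the last to 0.03.

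By the rule for named genes, the highest in granulosa-like cells for doxorubicin were Amh (ENSMUSG00000035262; 139, 197, 69.3 and 42.6 CPM in control, doxorubicin, doxorubicin+AMH and AMH), Ihh (ENSMUSG00000006538; 34.4, 54.3, 31.1 and 21.1 CPM), Cdkn1a (10.8, 37.9, 22.8 and 15.3 CPM), Rnaset2a (ENSMUSG00000095687) and Ccng1 (ENSMUSG00000020326; 14.4, 28.7, 22.8 and 17.1 CPM). The log2 ratio closer to 0 of both pairs was 0.49 for Amh, 0.47 for Ihh, 0.46 for Cdkn1a, 0.34 for Rnaset2a and 0.33 for Ccng1. For Amh it was 0.39 without 2 granulosa-like clusters found almost only in the doxorubicin library, and Amh in doxorubicin was above control within 1 of the 4 granulosa-like clusters shared by all libraries. Among the lowest were Ctnna2 (ENSMUSG00000063063; -0.58), Plxna2 (ENSMUSG00000026640; -0.50), Hist1h2ap (ENSMUSG00000094777; -0.47) and Bmp2 (ENSMUSG00000027358; -0.47). Clustering each library alone moved Hist1h2ap most of these genes, to -0.25. In stroma-like cells the highest were Gm42047 (ENSMUSG00000110631; 0.75), Ckap2 (ENSMUSG00000037725; 0.72) and Eda2r (ENSMUSG00000034457; 0.59, with 2.06 for doxorubicin / control), and among the lowest were Hist1h2ap (-0.71, and 0 with each library clustered alone, where the signs of both pairs differed) and Lsamp (ENSMUSG00000061080; -0.64, and -0.05 without the Clec3b cluster). Hist1h2ap and Rnaset2a are uncertain, since near-identical copies (13 and 1 other genes) could share their reads; so are single transcripts of Gm42047 (4 other genes) and Ckap2 (37 other genes). Ctnna2, Plxna2, Gm42047, Rnaset2a and Lsamp overlap other genes on the same strand, and Cdkn1a, Ctnna2, Hist1h2ap and Lsamp overlap at least 1 antisense gene.

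Across genes, the log2 ratios of the 2 doxorubicin contrasts, which share no library, had a correlation of 0.346 in granulosa-like cells (6612 genes) and 0.259 in stroma-like cells (6660 genes), against -0.03 to 0.03 in simulated unchanged libraries. The simulated range covers counting error only. Differences of cell mix or handling between the libraries could also put a value outside it, so such a value need not come from the drug. Genes are not independent replicates, so no p-value is given. Weighting each cell equally moved the granulosa-like value most, to 0.141, and clustering each library alone moved the stroma-like value most, to 0.336. The value was 0.237 in macrophage-like cells, 0.0716 in blood endothelial-like cells, -0.0590 in theca-like cells and 0.600 in mural smooth muscle-like cells; the last was 0.210 without a smooth muscle cluster that was nearly missing from the doxorubicin library. For the pair of AMH contrasts the correlations were 0.664 in granulosa-like, 0.507 in stroma-like, 0.845 in theca-like, 0.462 in mural smooth muscle-like, 0.269 in blood endothelial-like and 0.224 in macrophage-like cells.

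AMH against control, and doxorubicin+AMH against doxorubicin, ask what AMH itself does. The BMP/SMAD-target list, a readout of the signalling branch that AMH receptors use, had medians (5 of its 8 genes) of 0.62 (0.59 to 0.67) and 0.58 (0.54 to 0.60) in granulosa-like cells and 1.58 (1.48 to 1.65) and 1.53 (1.44 to 1.61) in theca-like cells, each at percentile 99.99 or 100. Leaving doublets in moved the first most, to 0.47, and weighting each cell equally moved the second most, to 0.27. In granulosa-like cells the ratios for AMH / control were 0.04 for Id1, 0.80 for Id2, 0.08 for Id3, 1.49 for Smad6 and 0.62 for Smad7, and for doxorubicin+AMH / doxorubicin 0.19, 0.58, 0.10, 0.82 and 0.62. Id4, Smad9 and Bambi were below the filter and above 0 in both. In theca-like cells Id3 had 63.9 CPM in control, 69.0 in doxorubicin, 479 in doxorubicin+AMH and 516 in AMH. The theca-like cells of the AMH libraries fell mostly in another cluster than those of the other libraries, so this comparison is between clusters as well. Mural smooth muscle-like cells (6 genes) gave -0.39 (-0.45 to -0.32) and -0.05 (-0.13 to -0.0013, percentile 49.8), the latter turning to 0.02 under median-of-ratios scaling and 0.08 without the filter on low CPM. Stroma-like cells (5 genes) gave -0.30 and -0.01, and blood endothelial-like cells (5 genes) -0.04 and -0.13. The doxorubicin contrasts gave 0.04 and 0.03 in granulosa-like cells, -0.06 and -0.16 in theca-like cells, and -0.35 and 0.06 in stroma-like cells.

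**Figure D4:**
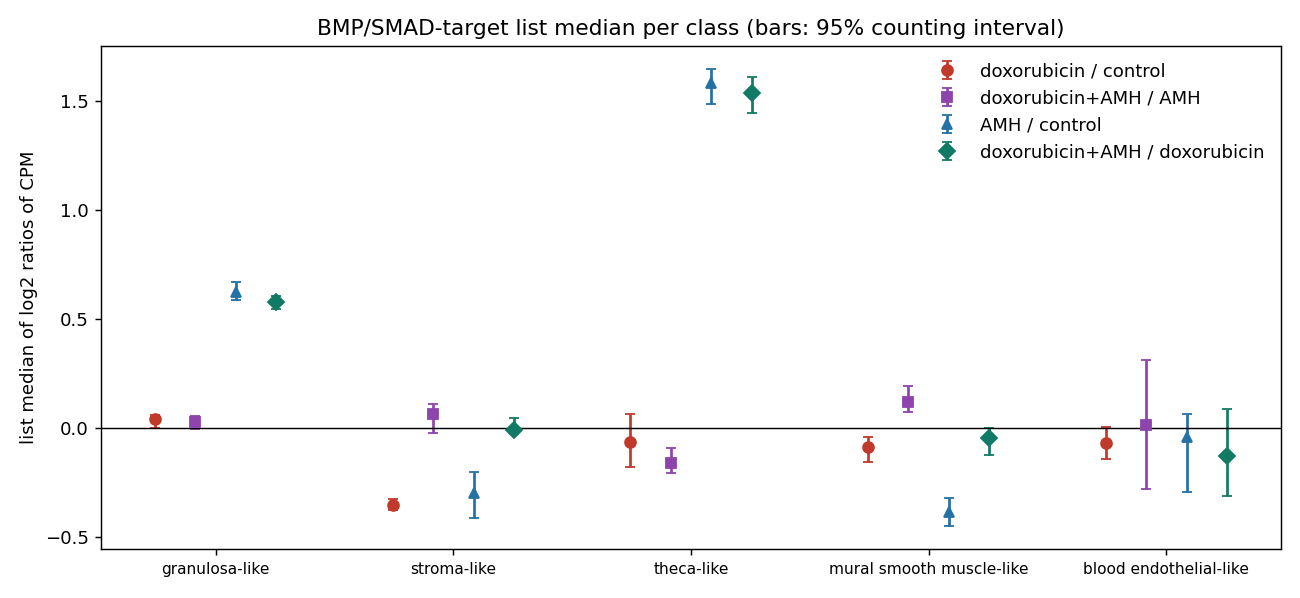
Median log2 ratio of the BMP/SMAD-target list (y axis) in the 5 classes with at least 5 listed genes above the filter, for 4 contrasts with 95% counting intervals. For AMH / control the median was 1.58 in theca-like, 0.62 in granulosa-like and -0.39 in mural smooth muscle-like cells.

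In granulosa-like cells the genes named for AMH were Igfbp4 (ENSMUSG00000017493; 1.48), Crabp2 (ENSMUSG00000004885; 1.35) and Kcnb2 (ENSMUSG00000092083; 1.32) as the highest and Slc18a2 (ENSMUSG00000025094; -1.54), Pcsk6 (ENSMUSG00000030513; -1.48) and Amh (-1.44) as the lowest, each by the ratio closer to 0 of both AMH pairs. Of these 6, Kcnb2 moved most under the alternatives, to 1.59 with a mitochondrial limit of 10%. By doxorubicin+AMH / doxorubicin alone, the highest were Nppc (ENSMUSG00000026241; 1.58), Robo2 (ENSMUSG00000052516; 1.58) and Igfbp4 (1.48), and the lowest Aard (ENSMUSG00000068522; -1.90), Pcsk6 (-1.80) and Gas6 (ENSMUSG00000031451; -1.69). Igfbp4 is uncertain, since 1 of its 6 transcripts matched 6 other genes. Kcnb2, Robo2 and Pcsk6 overlap other genes on both strands, and Slc18a2 and Gas6 overlap an antisense gene. The granulosa function list (8 of 9 genes) had medians of 0.23 for doxorubicin / control, 0.40 for doxorubicin+AMH / AMH, 0.15 for AMH / control and 0.34 for doxorubicin+AMH / doxorubicin. Its members moved apart under AMH: in AMH / control Nppc was at 1.30, Inhba 0.88, Inhbb 0.44, Fst 0.16, Bmp2 0.14, Ccnd2 0.05, Ihh -0.60 and Amh -1.59, and Cyp19a1, below the filter, 0.36.

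Cycling shares ask whether either treatment changed proliferation. After thinning, the share of granulosa-like cells with G2/M UMIs was 30.7% in control (28.7 to 32.9; 13 cells left out), 32.7% in doxorubicin (30.6 to 34.9; 14 left out), 42.4% in doxorubicin+AMH (40.1 to 44.6; 23 left out) and 36.7% in AMH (34.8 to 38.7; 37 left out). Without thinning, at median depths of 24385.5, 24186, 24057 and 20682 UMIs, nearly every cell passed (97.7%, 97.3%, 96.9% and 94.9%), which was the alternative that moved the shares most. The summed list was at 3361, 3270, 4504 and 3413 CPM. The AMH library's CPM was close to that of control, so no order between these is read from the shares, nor between control and doxorubicin. As background, 0 of 54 erythroid-like doxorubicin cells (median 6553 UMIs) passed after thinning (interval up to 6.60%), and in mural smooth muscle-like cells, at a median of 11220.5 UMIs in doxorubicin, 5.94% did (87.6% unthinned). S-phase shares were 15.8%, 16.7%, 21.4% and 16.9%, with 1394, 1418, 1571 and 1313.5 CPM. The G2/M list median was 0.45 for doxorubicin+AMH / doxorubicin (40 of 41 genes above 0) and 0.38 for doxorubicin+AMH / AMH (41 of 41 above 0), and the S list medians were 0.13 and 0.21. For doxorubicin / control the medians were -0.05 (G2/M) and 0.03 (S; -0.01 with a mitochondrial limit of 10%), and for AMH / control -0.0048 (G2/M; 0.11 under median-of-ratios scaling) and -0.06 (S; 0.03 under that scaling). In stroma-like cells the G2/M shares were 10.7%, 12.0%, 13.5% and 10.7% (60, 47, 48 and 48 cells left out) and 78.6%, 86.2%, 84.2% and 80.0% unthinned, with 2624, 2697, 2665 and 2202 CPM, and the S shares were 6.97%, 7.79%, 7.71% and 6.43%. The G2/M list median there (36 genes) was -0.25 for AMH / control (-0.29 to -0.22, 35 genes below 0) and 0.26 for doxorubicin+AMH / AMH (0.23 to 0.31, 36 above 0), so the AMH library was lower by its list although its share was close to that of control. Clustering each library alone moved these most, to -0.996 and 1.04. For doxorubicin / control it was -0.01 and for doxorubicin+AMH / doxorubicin 0.02, both with intervals that included 0. In theca-like cells (15 genes) the G2/M list median was 0.21 for doxorubicin / control (0.15 to 0.31, percentile 100, 13 genes above 0). It was 0.13 for doxorubicin+AMH / AMH (0.05 to 0.18), 0.21 for AMH / control (0.16 to 0.28) and 0.11 for doxorubicin+AMH / doxorubicin (0.04 to 0.14). The theca-like AMH contrasts are between clusters as well. In blood endothelial-like cells (36 genes) the G2/M list median was -0.76 for AMH / control (-0.89 to -0.71) and -0.50 for doxorubicin+AMH / doxorubicin (-0.68 to -0.45), and the S list medians (18 genes) were -0.61 and -0.28. Weighting each cell equally moved the AMH / control values to -0.28 (G2/M) and -0.27 (S), and leaving doublets in moved the doxorubicin+AMH / doxorubicin values to -0.078 and -0.047.

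**Figure D5:**
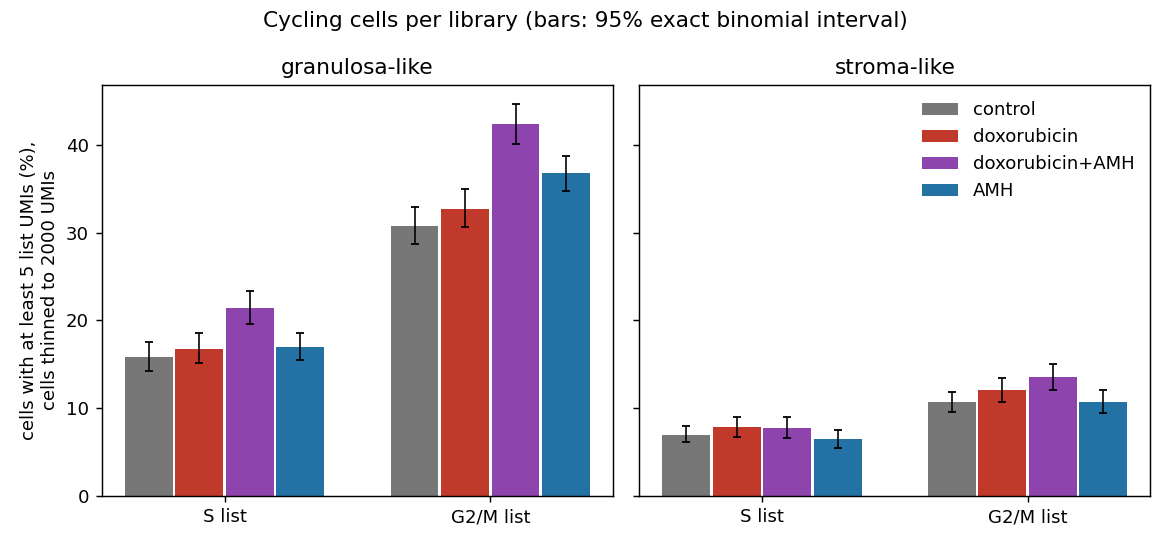
Share of cells (percent, y axis) with at least 5 UMIs of the S or the G2/M list after thinning to 2000 UMIs, in granulosa-like and stroma-like cells, 1 bar per library with its exact 95% binomial interval. The doxorubicin+AMH library had the highest granulosa-like G2/M share, 42.4%.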

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

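All tests in this part were chosen only after the results were seen, apart from those on broken cells and on the nuclear RNA of low-UMI clusters.

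The BMP/SMAD-target list behaved differently between classes under AMH, and the difference between classes was not tested. For doxorubicin+AMH / doxorubicin its median was 0.58 in granulosa-like and 1.53 in theca-like cells, against -0.046 in mural smooth muscle-like cells. Both AMH contrasts were above 0 in granulosa-like and theca-like cells and below 0 in mural smooth muscle-like cells, each with an interval that excluded 0. The mural value of -0.046 lay at percentile 49.8 of random lists, with 3 genes above and 3 below 0, so a shift shared by other genes of the pair fits it. Scaling by a few abundant genes is argued against in the first pair of classes, since the smallest of their 4 medians under median-of-ratios size factors was 0.68. Only the AMH / control value of -0.39 (percentile 0) stands apart from other genes in mural smooth muscle-like cells. Tissue dissociation stress was itself higher in theca-like cells of the AMH libraries, with stress list medians of 0.64 and 0.30. It is argued against as the whole cause there, since among theca-like cells with the lower stress share the BMP/SMAD-target medians were 1.26 and 0.96. The split lowered the stress difference without removing it, as the stress list medians in those cells were still 0.19 and 0.13. The BMP/SMAD-target medians were 1.63 and 1.78 among cells with the higher share, so handling may have added to the rise. Expression of the AMH receptor gene Amhr2 fits the split: in control it was at 54.8 CPM in theca-like and 120 CPM in granulosa-like cells, against 7.30 CPM in mural smooth muscle-like, 5.54 CPM in stroma-like and 4.54 CPM in blood endothelial-like cells. A direct response of receptor-bearing cells to the given AMH is therefore a hypothesis with 1 test behind it, and a part played by tissue handling in theca-like cells stays open beside it. It is also open whether the response came from AMH or from other BMP-family ligands, which these counts cannot separate.

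The shares of barcodes left out for more than 20% mitochondrial UMIs were above the control share (2.47%) in each treated library, at 3.61% in doxorubicin, 6.08% in doxorubicin+AMH and 5.30% in AMH. These cells are part of the deposit and were not compared. Broken cells with little RNA left fit this pattern: in doxorubicin+AMH the left-out barcodes had a median of 3335 UMIs against 11975 for the others, and in control 2934 against 13082. The test does not say whether cells broke during dissociation or had been dying in the ovary, and treatment was not separated from handling in any library.

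Clusters with few UMIs and no class marker among their leading genes held 2.60% of control cells, 3.90% of doxorubicin, 5.53% of doxorubicin+AMH and 8.61% of AMH cells, and stayed out of the class comparisons because they could not be named. They carry granulosa genes at a median of 3447, 3332, 3084 and 3115 UMIs per cell, against 24385.5 UMIs for granulosa-like cells in control. Loss of nuclear RNA does not explain them, since Malat1, a nuclear RNA, was higher in them than in granulosa-like cells of the AMH library (log2 ratio 0.51; 28744 against 20235 CPM). Loss of cytoplasm, which would raise the nuclear share, was not tested apart from this and remains open, as do smaller cells at an early follicle stage and a treatment effect. Adding these clusters to the granulosa-like class would raise the AMH library's share most.

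Clusters left unnamed because too few markers of any class were raised held 1.81% of control cells (144 cells), 0.0165% of doxorubicin (1 cell), 0.733% of doxorubicin+AMH (48 cells) and 2.95% of AMH cells (233 cells). Their leading genes include oviduct genes, so oviduct epithelium is a hypothesis for their source. Over all cells Ovgp1 was at 207 CPM in control, 5.53 CPM in doxorubicin, 19.6 CPM in doxorubicin+AMH and 281 CPM in AMH, and the 14 markers of a list drawn up afterwards summed to 355, 36.8, 59.3 and 463 CPM. Oviduct tissue left on the ovaries in different amounts fits, with 14 of 14 markers lower in doxorubicin than in control. Loss of oviduct cells after doxorubicin fits as well, since the median log2 ratio of the markers was -2.27 in doxorubicin+AMH / AMH and -2.32 in doxorubicin / control. The reading of this last test was revised after its value was seen. Both explanations predict lower markers in the doxorubicin libraries, and neither the dissection records nor histology are among the data used here, so which of them holds stays open.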

How the results depend on the processing

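The tests without the 2 granulosa-like clusters found almost only in doxorubicin, and without the stroma-like cluster with the highest p53-target response (led by Clec3b), were chosen only after the results were seen. The other alternatives were planned. No paired analysis was possible because each group has 1 library and no result comes from a fitted test. A value counts as moved here when it left the 95% counting interval of the reported value (for a correlation, the half-width of its Poisson redraws on either side), and as reversed when its sign changed and the reported interval excluded 0. Where values are listed by library, the order is control, doxorubicin, doxorubicin+AMH and AMH. Unless stated, the cause of a change was not tested.

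Among list medians (90 results, 1168 values), 900 values stayed within the interval, 240 moved and 28 reversed. For shares of cells (48 results, 384 values) 281 stayed and 103 moved, for cycling shares (16 results, 176 values) 97 stayed and 79 moved, for named genes (28 results, 372 values) 264 stayed and 108 moved, and for correlations (8 results, 108 values) 39 stayed, 67 moved and 2 reversed. The filter at 100 CPM left 60 list medians and 18 named genes without a value, and equal weights left 2 named genes without one. Ranking the genes again under each alternative kept between 3 and 10 of the 10 granulosa-like doxorubicin genes, between 3 and 6 of the 6 AMH genes, between 2 and 6 of the 6 genes for doxorubicin+AMH / doxorubicin, and between 1 and 6 of the 6 stroma-like doxorubicin genes, so the names at the end of each ranking depend on the processing.

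In granulosa-like cells the sign of the p53-target class median held in every contrast under each of the 13 alternatives that gave a value. The filter at 100 CPM gave none. The median ranged from 0.16 to 0.23 for doxorubicin / control, from 0.0015 to 0.083 for doxorubicin+AMH / AMH and from 0.017 to 0.17 for AMH / control. It ranged from -0.17 to -0.024 for doxorubicin+AMH / doxorubicin and from -0.16 to -0.075 for the difference of both doxorubicin ratios. In stroma-like cells it ranged from 0.22 to 0.69, from 0.090 to 0.16, from -0.039 to 0.052 (sign kept in 12), from -0.46 to -0.22 and from -0.46 to -0.13 in the same order. The granulosa-like BMP/SMAD-target median ranged from 0.47 to 0.73 for AMH / control and from 0.27 to 0.81 for doxorubicin+AMH / doxorubicin. The doxorubicin correlation ranged from 0.141 to 0.454 in granulosa-like and from 0.197 to 0.336 in stroma-like cells.

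With a mitochondrial limit of 10%, granulosa-like shares were 17.0%, 20.5%, 23.5% and 20.6%, while the unnamed share of cells with a mitochondrial share of at most 10% rose to 11.2% in control, 13.9% in doxorubicin, 10.4% in doxorubicin+AMH and 18.1% in AMH, from 4.40%, 3.92%, 6.26% and 11.6%. The G2/M shares were 41.4%, 39.6%, 50% and 47.0%. The granulosa-like p53-target median was 0.22 for doxorubicin / control, 0.10 for AMH / control and -0.050 for doxorubicin+AMH / doxorubicin, and the BMP/SMAD-target median 0.73 and 0.81 for the AMH contrasts. The DNA repair (0.021) and stress (0.031) medians for doxorubicin+AMH / doxorubicin and the S median for doxorubicin / control (-0.010) reversed. The doxorubicin correlation was 0.264.

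With at least 500 UMIs per cell, granulosa-like shares were 19.5%, 29.3%, 28.0% and 26.0% and G2/M shares 40.4%, 39.7%, 49.97% and 47.6%. The p53-target median for doxorubicin / control was 0.23, the BMP/SMAD-target medians 0.71 and 0.75, and the doxorubicin correlations 0.239 (granulosa-like) and 0.286 (stroma-like). With at least 2000 UMIs, the shares were 25.5%, 33.1%, 31.9% and 33.6%, the AMH G2/M share 39.0% and the correlation 0.310, and the mural smooth muscle-like BMP/SMAD-target median for doxorubicin / control reversed to 0.00097.

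With no doublets removed, granulosa-like shares were 31.1% in doxorubicin+AMH and 31.2% in AMH, the granulosa-like BMP/SMAD-target medians 0.47 and 0.41, and the doxorubicin correlations 0.392 (granulosa-like) and 0.229 (stroma-like). The granulosa-like BMP/SMAD-target (-0.020) and stress (-0.0032) medians and the mural BMP/SMAD-target median (0.0011) for doxorubicin / control reversed, as did the theca-like doxorubicin correlation (0.00117). At resolution 2.0 the AMH library's granulosa-like share was 32.3% and its G2/M share 38.8%, and the correlation was 0.297. Resolution 0.5 moved 4 shares of cells and no other value.

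With each library clustered alone, granulosa-like shares were 26.0% (control), 24.1% (doxorubicin+AMH) and 32.3% (AMH), and G2/M shares 48.8% (doxorubicin+AMH) and 38.9% (AMH). For doxorubicin+AMH / doxorubicin in granulosa-like cells the p53-target median was -0.17 and the BMP/SMAD-target median 0.50, and the DNA repair median reversed to 0.051. In stroma-like cells the p53-target difference was -0.24, and the stress medians reversed for doxorubicin+AMH / AMH (-0.095) and AMH / control (0.076). The doxorubicin correlations were 0.301 and 0.336. With 15 principal components, granulosa-like shares were 19.4%, 24.1%, 27.7% and 27.1% and G2/M shares 38.7%, 36.9%, 48.4% and 44.9%. For doxorubicin+AMH / doxorubicin the granulosa-like p53-target median was -0.051, and the DNA repair (0.015) and stress (0.028) medians reversed. The BMP/SMAD-target medians were 0.68 and 0.74 and the doxorubicin correlations 0.287 and 0.236.

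Under median-of-ratios size factors, granulosa-like p53-target medians were 0.17 (AMH / control) and -0.024 (doxorubicin+AMH / doxorubicin) and BMP/SMAD-target medians 0.73 and 0.68. Reversed there were the DNA repair (0.056) and stress (0.054) medians for doxorubicin+AMH / doxorubicin and the S median for AMH / control (0.033), and in mural smooth muscle-like cells the p53-target (0.00030) and BMP/SMAD-target (0.016) medians for doxorubicin+AMH / doxorubicin. In stroma-like cells the p53-target median for AMH / control was 0.052, and the stress medians reversed for doxorubicin / control (0.022) and AMH / control (0.0046). This scaling also moved the median of all granulosa-like genes for doxorubicin+AMH / doxorubicin, from -0.037 to 0.056. The lists did not all move by the same amount. For that pair DNA repair went from -0.068 to 0.056 and p53 targets from -0.107 to -0.024. Only the size factors were changed here, so each change follows from them, directly or through the pseudocount and the genes that passed the filter. What made the lists move by unlike amounts was not tested. The p53-target list lay below the median of all genes under either scaling.

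A pseudocount of 1 CPM gave a granulosa-like doxorubicin correlation of 0.337. Among genes with at least 100 CPM it was 0.454, and the stress median for AMH / control reversed to -0.015. Without the filter it was 0.231 (stroma-like 0.197), and the theca-like one reversed to 0.0262. The granulosa-like p53-target median for doxorubicin+AMH / doxorubicin was -0.17, the BMP/SMAD-target one 0.40, and the DNA repair one reversed to 0.057. In stroma-like cells the p53-target medians were 0.69 (doxorubicin / control), -0.46 (doxorubicin+AMH / doxorubicin) and -0.46 (difference), over more genes, and the mural BMP/SMAD-target median reversed to 0.083.

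Weighting each cell equally gave granulosa-like p53-target medians of 0.23 (doxorubicin / control) and -0.075 (difference), BMP/SMAD-target medians of 0.54 and 0.27, and a doxorubicin correlation of 0.141. The S (0.013) and stress (-0.027) medians for AMH / control reversed. In stroma-like cells the p53-target medians were 0.22 (doxorubicin / control), -0.29 (doxorubicin+AMH / doxorubicin) and -0.24 (difference), the correlation 0.230, and the interferon median for doxorubicin / control reversed to -0.0053. The endothelial p53-target median for doxorubicin+AMH / doxorubicin reversed to 0.0073.

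Thinning to 1000 UMIs gave granulosa-like G2/M shares of 18.1%, 16.4%, 26.5% and 20.4%, no thinning 97.7%, 97.3%, 96.9% and 94.9%, and a minimum of 3 list UMIs 54.6%, 58.1%, 64.7% and 60.9%. The doxorubicin+AMH share was the highest in each alternative but the unthinned one, where nearly all cells pass and the share carries little information. Without the 2 clusters found almost only in doxorubicin, the granulosa-like correlation was 0.372. Without the Clec3b cluster, stroma-like p53-target medians were 0.29 (doxorubicin / control), -0.22 (doxorubicin+AMH / doxorubicin) and -0.13 (difference), and the interferon medians reversed to -0.070 and 0.030 in the first pair of these contrasts, so that cluster carried part of both responses.

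Depth limits the smaller classes. The blood endothelial-like class had 66 cells in doxorubicin+AMH and the macrophage-like class 93 in doxorubicin.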

Other observations

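In this part, the tests chosen only after the results were seen are those on swapped labels, on less doxorubicin reaching the library, on Amhr2 in macrophage-like cells, on free RNA in classes other than granulosa-like, on fewer theca-like cells or fewer of 1 theca-like cluster, on the smooth muscle cluster, on DNA damage and nuclear RNA in the cluster higher in Amh, and on doublets. The others were written before their values were seen.

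The p53-target list was lower in doxorubicin+AMH than in doxorubicin, most clearly in stroma-like and macrophage-like cells. Several technical causes were tested in stroma-like cells. Scaling by a few abundant genes does not explain it, with a median of -0.38 (-0.43 to -0.33) under median-of-ratios size factors. A different mix of stroma-like clusters does not either, since the value was below 0 within each of 5 clusters (-1.36 to -0.16). Tissue dissociation stress is argued against, as the median was -0.46 among the cells with the lower stress share and -0.32 among those with the higher. A swap of the doxorubicin and doxorubicin+AMH labels is argued against by the BMP/SMAD-target median of 1.53 in theca-like cells, the direction that AMH / control also had. Less doxorubicin reaching the cells of the doxorubicin+AMH library was not decided: of the 5 classes whose list lay above random lists in doxorubicin / control, 2 (stroma-like and macrophage-like) lay below them in doxorubicin+AMH / doxorubicin. It and a smaller response of the cells to the same dose, the protective effect that the title of the series asks about, cannot be told apart, because both lower the same genes. The signs alone carry little, since the median of all genes was also below 0 in each of the 6 classes for this pair. Drug levels in the tissue are not used here, and with 1 library per group a difference of dosing, timing or animals is open too.

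In macrophage-like cells the question is whether AMH could act through its receptor gene in the same cells. Amhr2 there was at 5.72% of its granulosa-like level (3.91 to 8.07; 32 UMIs), and the 8 granulosa markers were at a median of 5.72% (3.66 to 227). Free RNA from granulosa-like cells and true expression therefore cannot be told apart. The rule for reading this test was replaced after its value was seen. An effect through other cells was not tested.

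Higher p53 targets after doxorubicin outside the stroma-like class could come from free RNA of stroma-like cells. In granulosa-like cells that is argued against, since Cdkn1a in granulosa-like cells of the doxorubicin library was at 14.0% of its stroma-like level, and 8 stroma markers were at a median of 1.01% (0.836 to 2.92). In other classes the rise of the summed list from control to doxorubicin was set against its rise in stroma-like cells. It was 50.5% of that rise in theca-like, 203% in macrophage-like and 472% in surface epithelial-like cells, against at most 24.6%, 3.80% and 95.01% for any of the stroma markers, which argues against free RNA there too. In mural smooth muscle-like cells the rise was 17.4% and the markers were at 24.9 to 303%, so free RNA and a response of these cells cannot be told apart, as they express the stroma markers themselves. Blood endothelial-like cells showed no clear rise and were left out.

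Within stroma-like cells the p53-target response after doxorubicin was highest in the Clec3b cluster, though 0.29 of the class median of 0.49 remained without it and the Enpep cluster responded as well (0.38). A few cells with high counts do not explain it, since 82.3% of its doxorubicin cells had a Cdkn1a UMI after thinning. Tissue dissociation stress does not either, with a stress list median of -0.20 (-0.25 to -0.12) in the cluster. A position at the outer surface of the ovary was not decided. Surface epithelial-like cells, which lie there, had a p53-target median of 1.56 for doxorubicin / control, against -0.01 to 0.38 in the other 4 stroma-like clusters. In doxorubicin+AMH / AMH they were still at 0.86 (0.62 to 1.16) while the Clec3b cluster was at 0.12 (-0.07 to 0.24), a parting that a shared position does not predict. The route of dosing is not stated and the position of the Clec3b cells was not measured. Another property of these cells, such as a stronger p53 response to an equal dose, remains open.

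Cyp17a1, a theca marker, was lower in both AMH libraries. Assignment of cells to the theca-like class does not explain it, because over all cells, with no class used, it was at 322, 279, 44.7 and 19.2 CPM in control, doxorubicin, doxorubicin+AMH and AMH, with log2 ratios of -3.76 (AMH / control) and -2.51 (doxorubicin+AMH / doxorubicin). Capture of fewer theca-like cells alike does not explain it either. Lhcgr, the other theca marker most confined to theca-like cells (at least 90.02% of its UMIs in each library), fell far less over all cells, so that Cyp17a1 lay further down by -3.19 (AMH / control) and -1.84 (doxorubicin+AMH / doxorubicin). Cyp11a1 fell likewise (-2.87 and -2.39 over all cells), while Star (-0.75 and -0.03), Hsd3b1 (-0.99 and -0.72), Insl3 (-1.34 and -1.02), Aldh1a1 (-1.001 and -0.93), Mgarp (-0.58 and -0.35) and Lhcgr (-0.56 and -0.67) fell less. Theca-like cells of the AMH libraries fell mostly in a separate cluster (40, 30, 569 and 734 cells), and the cluster highest in Cyp17a1 had 680, 434, 59 and 59 cells. Within the latter the log2 ratio of Cyp17a1 was -2.09 (AMH / control) and -0.52 (doxorubicin+AMH / doxorubicin), the second a small part of its fall over all cells. Fewer cells of that type and a change of state in the same cells therefore cannot be told apart, since the change itself may move cells between clusters. An effect of AMH on androgen synthesis genes is a hypothesis, and a difference in follicle stage between the libraries stays open, as hormone levels are not used here.

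Amh itself was lower in granulosa-like cells of both AMH libraries. The recombinant protein adds no mouse transcript, so its RNA is not counted here. Fewer cells of the cluster highest in Amh (409, 368, 225 and 286 cells) do not explain all of it, since within that cluster the log2 ratio was -0.79 in both AMH pairs and it was below 0 in the other 3 shared clusters. Feedback of AMH on its own gene is a hypothesis that no test here addressed, and a shift of follicle stage within clusters is another.

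The G2/M share of granulosa-like cells was highest in doxorubicin+AMH. More cells in the cluster highest in G2/M UMIs fits: that cluster held 37.7% of the granulosa-like cells there, against 24.7% in control, 21.0% in doxorubicin and 26.7% in AMH. Without it the share was 29.3% (26.7 to 31.9), close to 26.7% in doxorubicin and 27.8% in AMH, and above 19.7% in control. Within the cluster it was 64.3%, 55.4%, 63.7% and 61.2%. This locates the difference and does not name its cause. Low-UMI cells kept out of the class do not explain it, as the share was 42.7% with those clusters added. More growing follicles in the pooled ovaries and a treatment effect on proliferation remain open.

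The correlation of both doxorubicin contrasts was highest in mural smooth muscle-like cells. Different amounts of the smooth muscle cluster that goes with the oviduct genes (204, 19, 55 and 178 cells) fit as its cause, since the correlation was 0.210 without that cluster and 0.600 with it. The clusters with oviduct genes were low in the same libraries, so much of that class's apparent drug response may reflect which tissue was captured. What remains at 0.210 was not taken further.

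A granulosa-like cluster higher in Amh was found almost only in the doxorubicin library (0, 78, 0 and 5 cells). A DNA damage state after doxorubicin was not seen in its p53 targets. Cdkn1a was at 6.22 CPM in the cluster (5 UMIs, 2.02 to 14.5) against 38.5 CPM in the other granulosa-like cells of that library. The summed p53-target list was at 755 against 916 CPM. The sum was added after the first value was seen. Cells that lost nuclear RNA fit, with Malat1 at 8137 against 17421 CPM and a median of 10265 against 26869 UMIs. A loss of RNA could lower p53 targets too, so earlier damage is not excluded. Whether the drug or the handling of that sample produced such cells is open.

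Another granulosa-like cluster, also with smooth muscle genes, had 0, 174, 0 and 2 cells. Doublets are argued against, because its median was 5083.5 UMIs against 26869 in the other granulosa-like cells of doxorubicin. Free RNA of the whole library is also argued against, since smooth muscle markers in the cluster were at 199% of their level over the library, against 41% for stroma and 78.2% for theca markers. Without both clusters the granulosa-like doxorubicin correlation was 0.372, so they did not produce it. What these cells are is open, including a doxorubicin effect seen in 1 library only.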
